A study of Mus musculus with 15 samples. Its data were reported in "Post-transcriptional gene silencing mediated by microRNAs is controlled by nucleoplasmic Sfpq" (2017).

How the data were processed

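P19 cells, a mouse embryonal carcinoma line, were transfected with a let-7a mimic, siRNA against Sfpq (siSfpq), both, or controls, crosslinked with UV light and subjected to HITS-CLIP of Ago2 or Sfpq. The 15 samples were grouped by their labels into 5 groups of 3 replicates: Ago2 CLIP with the let-7a mimic, Ago2 CLIP with siSfpq, Ago2 CLIP with siSfpq and the let-7a mimic, Sfpq CLIP in control cells and Sfpq CLIP with siSfpq. The control Ago2 list comes from cells with a control mimic and a control siRNA, whose libraries are not among these samples and were not analysed here.

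Reads were mapped by the authors to mm10 with STAR and, where unmapped, with Bowtie2, after trimming with cutadapt per the submitters' processing notes; versions are not given in the sources used here. The authors merged the replicates of each condition before calling peaks. The deposited files are 11 peak lists, each with chromosome, start, end, strand and annotated location, and hold 0 values per sample, so neither the spread between replicates nor the depth per sample can be derived from them. For the Ago2-let-7a, Sfpq and recruited let-7a lists the deposited value is a dCLIP score per peak, with a threshold of 7 set by the authors, from comparisons of let-7a with control cells, of control with siSfpq cells, and of let-7a plus siSfpq with let-7a cells. For the control Ago2 and recruited endogenous lists the deposited value is the authors' read count per peak from pyicoclip, with a minimum of 10 reads. The file header of the recruited endogenous list names control and siSfpq cells, the study's methods siSfpq cells alone; it was read here as the peaks of siSfpq cells. Scores and read counts served to rank or filter peaks within a list and were not compared between lists. The dismissed lists give peaks reduced on Sfpq knockdown, in classes by distance to an Sfpq peak: close (under 500 nt), far (500 to 7000 nt) and very far (over 7000 nt). A let-7a peak was dismissed by the authors if it was reduced with siSfpq and showed no change between siSfpq and control cells without the mimic; an endogenous peak needed the reduction alone. The authors required a Jaccard index of 0.1 for overlap.

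Every dismissed peak was matched to its full Ago2 list by chromosome, start, end and strand, and all other peaks of that list were called kept. Distances to the nearest listed Sfpq peak were recomputed from edge to edge on either strand, which of 4 conventions gave the most peaks of unchanged class. The share of peaks in a location has a 95% Wilson interval, and shares were compared by a two-sided Fisher's exact test with the sample odds ratio and its 95% interval. Differences between effects were tested with a logistic model and a likelihood ratio test of the interaction, stratified odds ratios by the Mantel-Haenszel method, and differences in medians by a two-sided permutation test with 100000 resamples. Word densities have percentile intervals from 1000 bootstrap resamples of genes. Benjamini-Hochberg adjustment was over the 13 gene lists within each of 7 peak lists (91 tests) and over the 36 tests of seed matches; the threshold was 0.05. Peaks are not independent of each other, and PCR reads are not independent molecules. Shifted windows are paired with their peaks but were tested as independent.

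Sequences and transcripts came from the mouse RefSeq assembly GRCm38, of which mm10 is another name. Coordinates are printed as the files give them. Peaks without a strand (136 control Ago2 and 102 recruited endogenous peaks) and Sfpq peaks off the placed chromosomes (7) were left out of sequence searches. Seed matches were 6 nt words on the transcribed strand, compared with windows of equal length shifted by 200 nt toward higher coordinates. Windows for Sfpq words were shifted by 500 nt. Peaks longer than the shift overlap their own windows, and windows can leave the 3′UTR or fall on other peaks. The 3′UTR length of a gene was that of its longest annotated one. Older gene symbols were updated to the current ones where a name was a synonym of a single gene, for 76 peaks of the Ago2-let-7a list and 733 of the Sfpq list. A gene counted once entered with its peak of highest score or read count, and for locations once per location.

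The groups, tests, gene lists and most alternatives were fixed before the data were examined. The genes named in the text are the let-7a targets and controls that the study names, the genes of the 10 highest 3′UTR peaks of each scored list, the 10 genes with most dismissed close 3′UTR peaks for let-7a and for endogenous miRNAs, members of the gene lists with a dismissed close or recruited 3′UTR peak, and the 10 genes with most 3′UTR or intronic Sfpq peaks. This rule took 178 genes, not all of which are reported here. Members of a gene list named with another peak list (Hmga2, Dicer1 and Sox1, for instance) were named as members of a count. The lists were let-7 targets, targets of the miR-290, miR-302 and miR-17 families, pluripotency, neural, mesoderm and endoderm, miRNA pathway, paraspeckle, cell cycle, splicing, ribosomal protein and histone genes, and the genes the study named for let-7a sites and as controls. Chosen after the data were seen were the conventions of the preceding paragraph on counting a gene once, 3′UTR length, direction of shift and symbols, the comparisons of 3′UTR shares with those of kept peaks, 8 of the 9 seed families, the counts of strand and of repeated words, the background of genes with Ago2 peaks near Sfpq, and the patterns weighed in the closing part. A first look at seeds covered 9 families in 11 lists and 3 location classes. Alternatives tried were genes counted once, peaks at or above the median score or read count, termination sites added to 3′UTRs, close limits of 250 and 1000 nt, the other strand convention, a Jaccard index of 0.5, other shifts, a longer seed of 7 nt and peaks anywhere in a gene.

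The calculations were tested on simulated data. For the comparison of dismissed Ago2-let-7a peaks by distance, dismissal was simulated for the 4202 peaks, each drawn independently. True odds ratios of 1, 0.5 and 0.25 gave median estimates of 0.988, 0.499 and 0.249, and 94%, 93% and 94% of the intervals held the truth. Of runs without an effect, 6% passed the threshold. These rates do not cover peaks that cluster in genes. A confounder without an effect gave a stratified odds ratio of 1.11. The permutation test of medians, run on 80 random values in place of Sfpq peak lengths, passed the threshold in 3.5% of runs without a difference. All seeds planted in 25.2% of 987 windows of random sequence were found. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.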

Results

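Argonaute 2 (Ago2), the protein that carries miRNAs to their targets, and the nuclear RNA-binding protein Sfpq were mapped by HITS-CLIP in P19 cells. These are a mouse embryonal carcinoma line used as a model of embryonic stem cells. In this assay, proteins are crosslinked to RNA with UV light and immunoprecipitated, and the bound RNA fragments are sequenced. The 15 libraries formed 5 groups of 3 replicates: Ago2 CLIP with a let-7a mimic, with siRNA against Sfpq (siSfpq), and with both, and Sfpq CLIP in control cells and with siSfpq. The files held 11 peak lists made from merged replicates, so no value per replicate could be given. The peak lists do not carry the number of reads behind each library, and the totals of mapped reads that the study gives were not used here. The p-values below therefore compare lists of peaks or genes, not cultures, and the intervals cover counting error only. A peak that the authors listed as reduced on Sfpq knockdown is called dismissed here, and any other peak of the same Ago2 list is called kept. Kept does not mean unchanged, since the authors' filter could leave out let-7a peaks that changed with siSfpq without the mimic. The 136 control Ago2 peaks without a strand are in no dismissed list and all count as kept. Scores and read counts of peaks are the authors', and peak positions are those of the mouse build mm10.

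The first question was where on transcripts Ago2 and Sfpq bound. Peg10, an imprinted gene derived from a retrotransposon, carried 11 Ago2-let-7a peaks and 9 Sfpq peaks in its 3′UTR. Slc2a3, which encodes a glucose transporter, carried 5 and 6. The highest-scoring 3′UTR peaks of the Ago2-let-7a list lay on Lars2, a mitochondrial leucyl-tRNA synthetase (score 235, chromosome 9, 123461930 to 123462149), on Peg10 (score 109, chromosome 6, 4759805 to 4759979) and on Cpeb1, a regulator of poly(A) tails (score 92, chromosome 7, 81347510 to 81347609). Of 8 words of 25 nt in the Lars2 peak, 5 occur elsewhere in the genome, against 0 of 7 for Peg10. Among 3′UTR peaks, Sfpq scored highest on Peg10 (244), Slc2a3 (242) and the connexin gene Gja1 (176). In all, 987 of 4202 Ago2-let-7a peaks lay in 3′UTRs (23.5%, 95% Wilson interval 22.2 to 24.8), against 338 of 2065 Ago2 peaks of control cells (16.4%, 14.8 to 18.0) and 7985 of 29715 Sfpq peaks (26.9%, 26.4 to 27.4). Introns held 35.9% of Ago2-let-7a peaks, 27.9% of Sfpq peaks and 26.9% of control Ago2 peaks, and 36.4% of control Ago2 peaks were intergenic. The 3′UTR share was higher in the Ago2-let-7a list than in the control list (odds ratio 1.57, 95% interval 1.37 to 1.80, p = 5.29e-11, two-sided Fisher's exact test) and higher in the Sfpq list than in the control list (odds ratio 1.88, 1.67 to 2.12, p = 4.88e-28). Sfpq exceeded Ago2-let-7a by peaks (odds ratio 1.20, 1.11 to 1.29, exact p = 2.72e-06). This turned to 0.761 when each gene was counted once per location. The control Ago2 list was called by another program, from read counts rather than a comparison of conditions. Its median peak was 30 nt long, against 75 nt in the Ago2-let-7a list. The comparisons with it therefore do not separate binding from the way peaks were called.

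**Figure D1:**
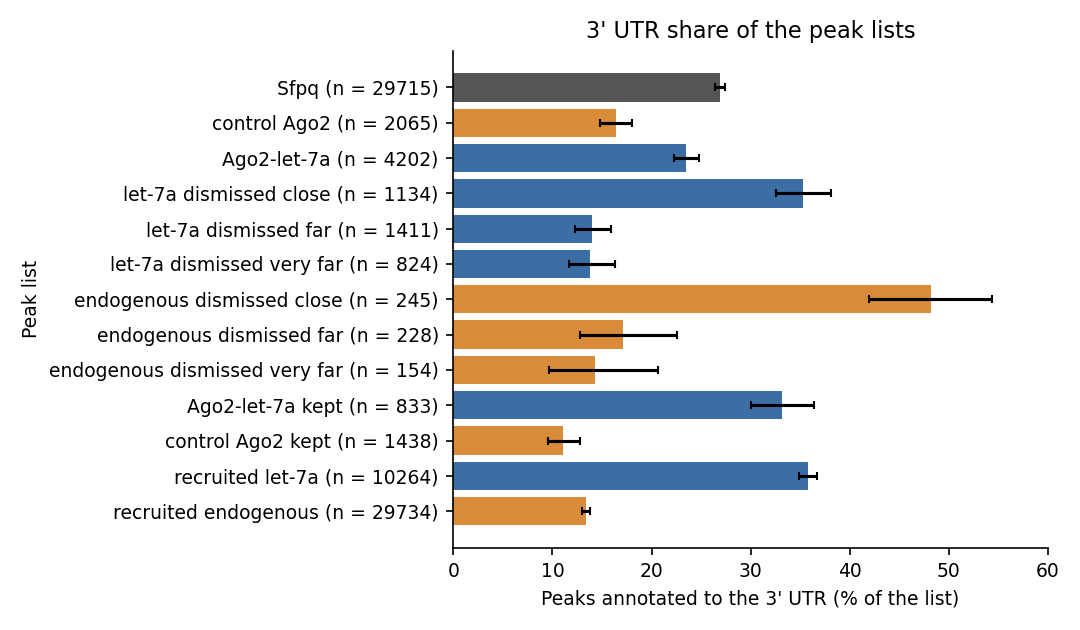
Share of peaks annotated to the 3′UTR (horizontal axis, percent of each list) in the 11 deposited lists and in the kept peaks; n is the number of peaks and error bars are 95% Wilson intervals. Blue marks lists from let-7a cells, orange those of endogenous miRNAs and grey Sfpq. The dismissed close lists stand at 35.3% for let-7a and 48.2% for endogenous peaks.

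The central comparison asked whether Ago2-let-7a peaks dismissed on Sfpq knockdown lay differently when an Sfpq peak was near. Lin28a, which encodes an RNA-binding protein that blocks let-7 maturation, has a 3′UTR of 2775 nt on the minus strand of chromosome 4 (134003330 to 134006104). The lists annotate 6 Sfpq peaks and 4 Ago2-let-7a peaks to it. The peak at 134004535 to 134004714 (score 11), which spans a let-7 seed match at 134004552 to 134004557, was dismissed. The 3 others, with scores of 21, 21 and 23, were kept. The kept peak at 134004880 to 134004924 lies within a control Ago2 peak (134004794 to 134005014) that was dismissed close. Igf2bp1, which encodes another oncofetal RNA-binding protein, had 7 dismissed close peaks among 9 Ago2-let-7a peaks of its 3′UTR, the most of any gene, beside 24 Sfpq peaks. Tnrc6b, which encodes a partner of Argonaute proteins in silencing, had 5 of 5 dismissed close and 28 Sfpq peaks. The activin receptor gene Acvr1b had 4 of 4, and Map1b, Nemp1, Skil, Fzd5, Adcy1 and Bcl11a had 3 each. Acvr1b and Bcl11a had 0 listed Sfpq peaks in the 3′UTR, and Map1b, Nemp1, Skil, Fzd5 and Adcy1 had 6 to 16. Of the dismissed peaks that the authors classed as close to Sfpq (under 500 nt), 400 of 1134 lay in 3′UTRs (35.3%, 32.5 to 38.1), against 197 of 1411 at a far distance of 500 to 7000 nt (14.0%, 12.3 to 15.9) and 114 of 824 at over 7000 nt (13.8%, 11.6 to 16.4). The odds ratio was 3.36 (2.77 to 4.08, p = 2.09e-36, two-sided Fisher's exact test) for close against far and 3.39 (2.69 to 4.28, p = 1.22e-27) for close against very far. The classes could not be rebuilt from the deposited Sfpq peaks: 1118 of 3369 dismissed let-7a peaks were farther from the nearest listed Sfpq peak than their class, and 2 were nearer. The dismissed peak of Mier2, for instance, is classed as close and lies 13156 nt from the nearest listed Sfpq peak.

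**Figure D2:**
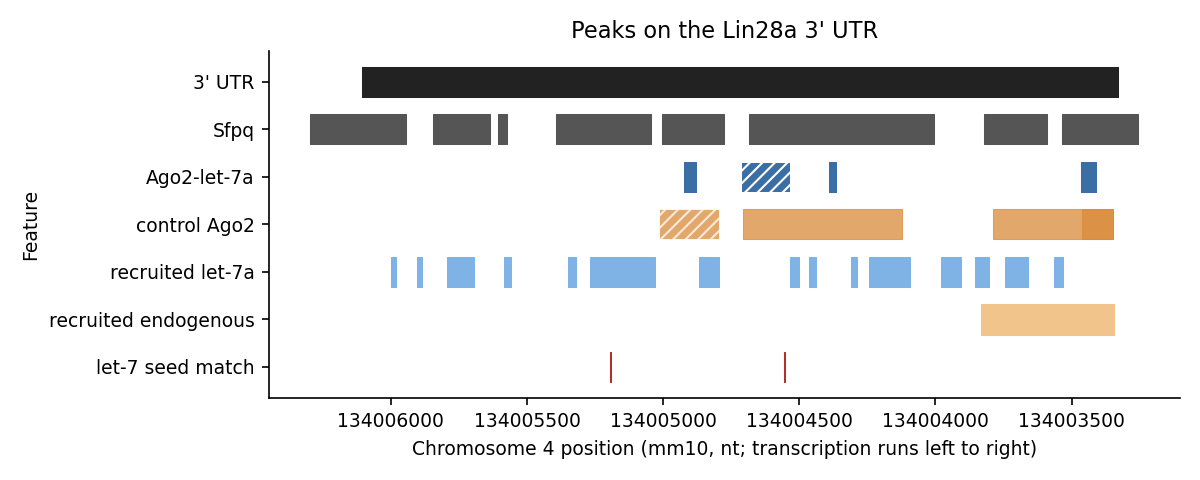
Map of the Lin28a 3′UTR on chromosome 4 (mm10, horizontal axis in nt, drawn in the direction of transcription) with the peaks of 5 lists that overlap it and the 2 let-7 seed matches (TACCTC on the transcribed strand). Hatched boxes are dismissed peaks and solid boxes of the Ago2 lists are kept peaks. On the 3′UTR lie 8 Sfpq peaks, and 1 of the 4 Ago2-let-7a peaks and 1 of the 4 control Ago2 peaks were dismissed. The kept control Ago2 peaks drawn here have no strand, and the dismissed lists hold no peak without one.

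The same question was asked for endogenous miRNAs, with the control Ago2 list as the starting set. Ccng2, Cdkn1b (the cell cycle inhibitor p27), Cxadr, Kmt2e, Mcl1 (a survival factor of the Bcl2 family), Nucks1, Rlim, Sall1, Sox11 and Trim71 (a ubiquitin ligase of stem cells) each had 2 dismissed close peaks in the 3′UTR. Kmt2e had 0 listed Sfpq peaks in its 3′UTR, and the other genes named here had 1 to 28. In the 3′UTRs lay 118 of 245 dismissed close peaks (48.2%, 42.0 to 54.4), 39 of 228 dismissed far peaks (17.1%, 12.8 to 22.5) and 22 of 154 dismissed very far peaks (14.3%, 9.63 to 20.7). The odds ratio was 4.50 (2.94 to 6.90, p = 4.88e-13, two-sided Fisher's exact test) for close against far and 5.57 (3.33 to 9.34, p = 1.19e-12) for close against very far. With distances recomputed from the listed Sfpq peaks the close against far difference ended at a limit of 500 nt, chosen after the data were seen (odds ratio 1.13, exact p = 0.759), and at the 250 nt fixed beforehand (0.980), but not at 1000 nt (2.13, 1.04 to 4.38, exact p = 0.0444). At 500 nt, 180 of the 228 far peaks fell beyond 7000 nt. The effect of closeness on the 3′UTR share in let-7a cells was 0.690 times that of endogenous peaks (0.458 to 1.04, p = 0.0724, likelihood ratio chi-square test of the interaction). With each gene counted once the ratio was 0.477 (p = 0.00114, likelihood ratio chi-square test).

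Whether a peak near Sfpq was more often dismissed needs the kept peaks as well. A dismissed peak was reduced and need not be gone: peaks of siSfpq cells touched 145 of 179 dismissed control Ago2 3′UTR peaks. Zbtb7a, which encodes a transcriptional repressor, had no Sfpq peak in its 3′UTR, where 4 of 5 Ago2-let-7a peaks and all 4 control Ago2 peaks were dismissed. Peg10 and Slc2a3 kept all 11 and all 5 of their Ago2-let-7a peaks beside their Sfpq peaks. Skil, which encodes a repressor of Smad signalling, had 3 kept and 3 dismissed of 6 with 16 Sfpq peaks in the 3′UTR. Of its kept peaks, those at 31119615 to 31119654 and 31119745 to 31119849 overlap a control Ago2 peak (31119587 to 31119803) that was dismissed close. Of Ago2-let-7a peaks within 500 nt of a listed Sfpq peak, 826 of 1289 were dismissed (64.1%, 61.4 to 66.7), fewer than the 2543 of 2913 farther away (87.3%, 86.0 to 88.5; odds ratio 0.260, 0.222 to 0.304, p = 1.47e-63, two-sided Fisher's exact test). The same held within 3′UTRs alone (354 of 553 against 357 of 434, odds ratio 0.384, 0.284 to 0.519, exact p = 1.58e-10). By location, 94.2% of intronic and 72.0% of 3′UTR Ago2-let-7a peaks were dismissed. Of control Ago2 peaks, 187 of 499 near Sfpq (37.5%, 33.3 to 41.8) and 440 of 1566 farther away (28.1%, 25.9 to 30.4) were dismissed (odds ratio 1.53, 1.24 to 1.90, exact p = 9e-05). Within 3′UTRs the order turned to 109 of 227 against 70 of 111 (odds ratio 0.541, 0.340 to 0.861, exact p = 0.0107). That 3′UTR difference lost its significance with each gene counted once (0.752). Over all locations, the test did not separate the 187 of 499 close peaks from 56 of 173 far ones (exact p = 0.234). With the authors' classes for dismissed peaks and recomputed distances for kept ones, chosen after the data were seen, the let-7a odds ratio was 0.405, and 0.704 against very far peaks alone (0.227 before). The endogenous one was then 2.31, with 0.403 against far and 5.14 against very far peaks, but this mixes distances of different sources: dismissed far peaks went from 56 to 228 while the kept ones stayed as they were.

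**Figure D3:**
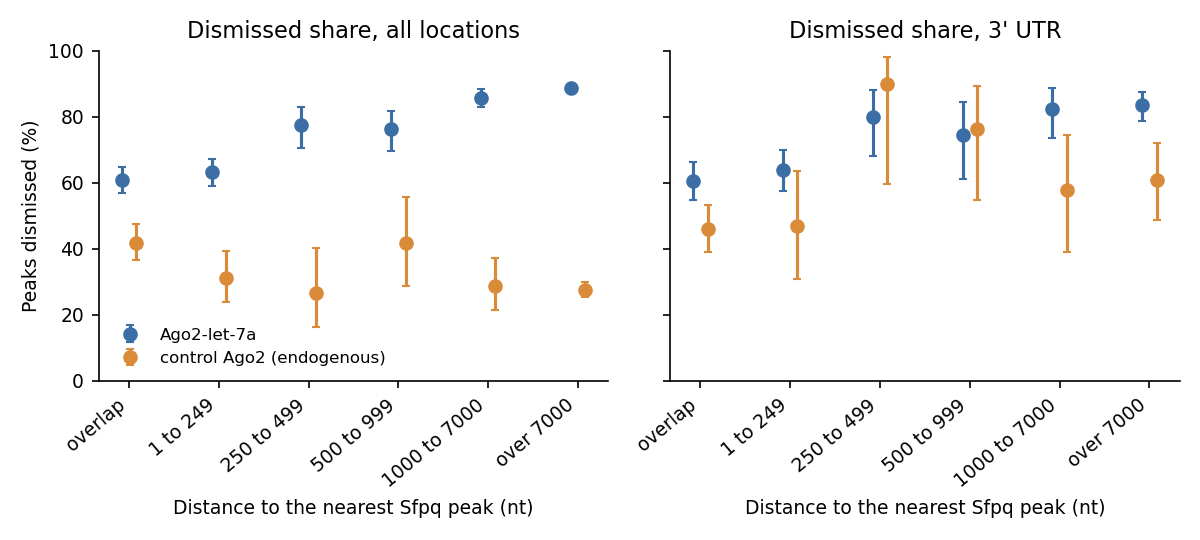
Share of Ago2 peaks dismissed on Sfpq knockdown (vertical axis, percent) by distance to the nearest listed Sfpq peak (horizontal axis, nt), over all locations (left) and in 3′UTRs (right). Points are shares of peaks and bars 95% Wilson intervals; the Ago2-let-7a share goes from 60.9% where peaks overlap to 88.7% beyond 7000 nt over all locations, and the bin from 250 to under 500 nt of control Ago2 3′UTR peaks holds 10 peaks.

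The kept peaks showed how much of the 3′UTR share belonged to Sfpq neighbourhoods in general. Kept Ago2-let-7a peaks, such as those of Peg10 and Slc2a3, lay in 3′UTRs in 199 of 463 cases within 500 nt of a listed Sfpq peak (43.0%, 38.5 to 47.5), 30 of 133 at a far distance (22.6%, 16.3 to 30.4) and 47 of 237 beyond (19.8%, 15.3 to 25.4). With distances recomputed alike, dismissed peaks lay there in 354 of 826 (42.9%, 39.5 to 46.3), 118 of 678 (17.4%, 14.7 to 20.4) and 239 of 1865 cases (12.8%, 11.4 to 14.4). The effect of closeness on the 3′UTR share was 1.60 times as large in dismissed as in kept Ago2-let-7a peaks (1.12 to 2.29, p = 0.0109, likelihood ratio chi-square test). It was 0.459 times as large in control Ago2 peaks (0.266 to 0.793, p = 0.0051, likelihood ratio chi-square test), where 2.48% of kept peaks beyond 7000 nt lay in 3′UTRs. These comparisons with kept peaks were chosen after the data were seen. Both interactions restate how the effect of closeness on dismissal differed within and outside 3′UTRs, and add no separate evidence. Outside 3′UTRs, 472 of 736 Ago2-let-7a peaks near Sfpq were dismissed against 2186 of 2479 farther away (odds ratio 0.240, against 0.384 within 3′UTRs). For control Ago2 peaks the odds ratio was 1.18 outside and 0.541 within 3′UTRs.

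Sfpq peaks were then compared in length and spacing between 3′UTRs and introns. Taok1 and Zfp871 carried 34 Sfpq peaks each in the 3′UTR, Nufip2 31, and Sox11, Tnrc6b and Tet1 28 each. In introns, the acetyltransferase gene Crebbp carried 65 Sfpq peaks, Msantd2 60 and Ptbp2, which encodes a neuronal splicing regulator, 40. The median Sfpq peak was 70 nt long in 3′UTRs (quartiles 40 and 115 nt) and 50 nt in introns (35 and 75 nt), and the nearest other Sfpq peak was at a median of 106 and 496 nt. Over gene medians the length was 62.5 nt in 2221 genes with 3′UTR peaks and 47.5 nt in 2242 genes with intronic peaks, a difference of 15 nt (p = 1e-05, permutation test with 100000 resamples, the smallest p these can give). Spacing over gene medians was 286 and 3276 nt (permutation p = 1e-05). Genes with both kinds of peak entered the permutation as independent values. Spacing was not adjusted for the length of 3′UTRs and introns, so it does not separate clustering from the room available. Genes with an Sfpq 3′UTR peak had longer annotated 3′UTRs (median 2076 nt, 2217 genes) than other genes (703 nt, 17319 genes, permutation p = 1e-05). Among them the 294 with a dismissed close let-7a peak had longer ones (2806.5 nt) than the other 1923 (1987 nt, permutation p = 1e-05). Both sets were picked by having peaks in the 3′UTR, and a longer one has more room for any peak. The 17319 other genes were not limited to those expressed in these cells. These differences therefore do not measure a preference for long 3′UTRs.

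**Figure D4:**
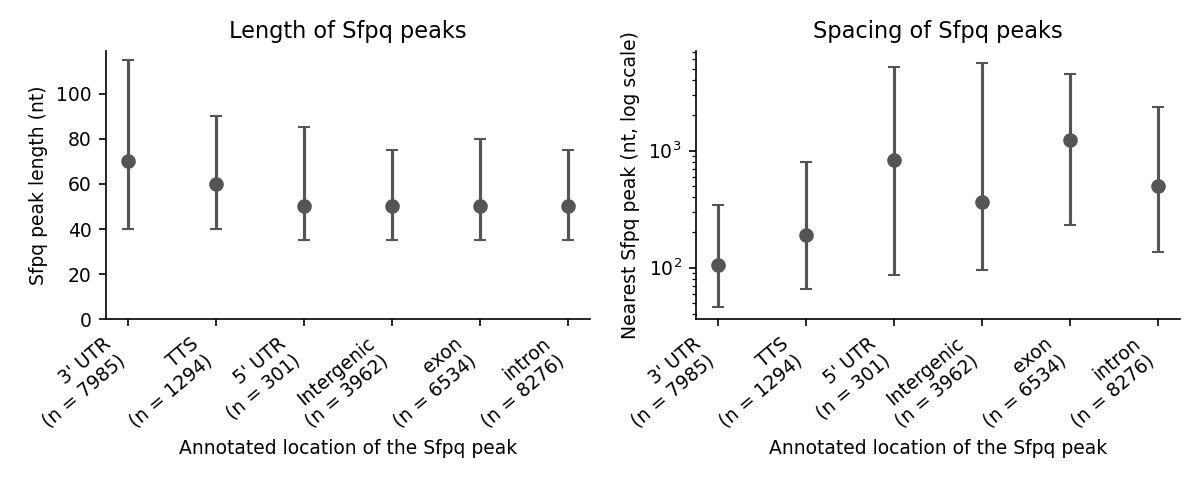
Length of Sfpq peaks (left, nt) and distance to the nearest other Sfpq peak (right, nt, log scale) by annotated location (TTS is the transcription termination site). Points are medians over peaks and bars run from the first to the third quartile; 3′UTR peaks have a median length of 70 nt and spacing of 106 nt.

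The UGU-centred words that the study tied to Sfpq were counted in these peaks. In 3′UTR Sfpq peaks, such as those of Sox11 and Tnrc6b, CUGU or CUGA stood at 1.58 per 100 nt, 1.27 times the density in windows shifted by 500 nt (1.24 to 1.30, bootstrap over 2221 genes). NUGUA stood at 0.868 against 0.596 per 100 nt (ratio 1.46, 1.40 to 1.51). In the 840 3′UTR Sfpq peaks within 500 nt of a dismissed close let-7a peak the ratios were 1.24 (1.16 to 1.32) and 1.39, both with intervals above 1. Across those peaks, which are not independent replicates, the number of CUGU or CUGA words went with peak length at a Pearson r of 0.824 and a Spearman rho of 0.623. Equally long shifted windows gave 0.789 and 0.618. For NUGUA the values were 0.747 and 0.522 in peaks and 0.732 and 0.489 in shifted windows.

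The next question was whether 3′UTRs with a dismissed Ago2 peak gained others with siSfpq. On Lin28a, 15 recruited let-7a peaks covered the 3′UTR, and the highest (score 159, 134004500 to 134004534) directly abutted the dismissed peak. Igf2bp1 carried 16, Prtg 17, Tnrc6b 14 and the Nodal antagonist gene Lefty1 1 with a score of 156. Of 333 genes with a dismissed close Ago2-let-7a peak in the 3′UTR, 229 also had a recruited one there (68.8%, 63.6 to 73.5), against 193 of 425 genes with other 3′UTR Ago2-let-7a peaks (45.4%, 40.7 to 50.2; odds ratio 2.65, 1.96 to 3.57, p = 1.24e-10, two-sided Fisher's exact test). This turned to 0.343 (0.186 to 0.630, exact p = 0.000235) against genes with another Ago2 peak within 500 nt of a listed Sfpq peak, 90 of 104 of which had a recruited peak. That background was chosen after the data were seen. It mixes distances of different sources, since the 333 genes follow the authors' classes and the 104 follow recomputed distances. Of the 1134 dismissed let-7a peaks classed as close, 824 lay within 500 nt of a listed Sfpq peak. A recruited peak within 500 nt was found beside 295 of 711 dismissed 3′UTR Ago2-let-7a peaks (41.5%, 37.9 to 45.1) and 205 of 276 kept ones (74.3%, 68.8 to 79.1, odds ratio 0.246, 0.180 to 0.334, exact p = 8.37e-21). Dismissed and recruited let-7a peaks come from opposite directions of the same comparison, so this difference is partly set in advance. Of these 3′UTR peaks, 1.97% of dismissed and 13.8% of kept ones touched a recruited peak. For endogenous miRNAs, 104 of 106 genes had one in the 3′UTR (98.1%, 93.4 to 99.5), against 128 of 139 (92.1%, 86.4 to 95.5; odds ratio 4.47, 0.969 to 20.6, exact p = 0.0446). This lost its significance against genes with Ago2 peaks near a listed Sfpq peak (2.36, exact p = 0.384), which mixes distance sources likewise. Beside single peaks the shares were 91.6% for dismissed and 93.7% for kept (odds ratio 0.734, 0.320 to 1.68, exact p = 0.535).

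Gene groups fixed beforehand were set against all other genes with a 3′UTR peak in any list. Textbook let-7 targets had an Ago2-let-7a 3′UTR peak in 15 of 33 cases, Hmga2, Trim71, Igf1r and Lin28a among them, against 21.4% of other genes (odds ratio 3.07, adjusted p = 0.0139, Fisher's exact test with Benjamini-Hochberg adjustment over 13 lists). They had a dismissed close peak in 9 of 33 against 9.32% (odds ratio 3.65, adjusted exact p = 0.0119). Dismissed close peaks are part of the full Ago2 list, so this count largely repeats the one before. Of the 15 targets with an Ago2-let-7a peak 9 had a dismissed close one, against 324 of 743 other genes, a difference not tested. Dismissed counts of the groups below are nested likewise and do not by themselves show selective reduction. Textbook let-7 targets also carried control Ago2 peaks without the mimic (8 of 33 against 6.82%, adjusted exact p = 0.00654) and endogenous dismissed close peaks (6 of 33 against 2.88%, adjusted exact p = 0.00244). Genes of the miRNA pathway had Ago2-let-7a peaks in 8 of 15 cases (Dicer1, Tnrc6a, Tnrc6b, Tnrc6c, Cnot6, Cnot6l, Dcp1a and Dcp2, adjusted exact p = 0.0223) and dismissed close ones in 5 of 15 (adjusted exact p = 0.0327). Without the mimic they had control Ago2 peaks in 5 of 15 (adjusted exact p = 0.00870) and endogenous dismissed close ones in 3 of 15 (adjusted exact p = 0.0304). Neural genes had Ago2-let-7a peaks in 8 of 14 (Map1b, Notch2, Sox1 and Elavl3 among them, adjusted exact p = 0.0170) and dismissed close ones in 6 of 14 (adjusted exact p = 0.00705), and control Ago2 peaks without the mimic in 4 of 14 (adjusted exact p = 0.0345). Pluripotency genes stood out among control Ago2 peaks (7 of 21, Lin28a, Dnmt3a, Otx2 and Lefty1 among them, adjusted exact p = 0.0024) and endogenous dismissed close ones (4 of 21, adjusted exact p = 0.0137). They also stood out among recruited let-7a peaks (18 of 21 against 45.8%, Sox2, Sall4, Tet1 and Nodal among them, adjusted exact p = 0.00158). Splicing factors carried Sfpq peaks in 24 of 25 cases against 63.1% (Ptbp1, Srsf1 and Hnrnpu among them, adjusted exact p = 0.0030). The genes that the study named for let-7a sites, 12 of 12 with a dismissed close peak, were chosen on these samples and are no independent evidence. They supply 4 of the 9 dismissed close let-7 targets (Hic2, Igf2bp1, Lin28a and Mier2) and 2 of the 6 neural genes (Map1b and Notch2). With these 12 genes left out, chosen after the data were seen, no list passed with Ago2-let-7a or dismissed close let-7a peaks: let-7 targets came to 11 of 29 (adjusted exact p = 0.109) and 5 of 29 (0.726), and neural genes to 6 of 12 (0.109) and 4 of 12 (0.114). The miRNA pathway holds none of the 12; its odds ratio was then 4.25 (4.18 before), and its calls ended with the adjustment over the remaining lists (adjusted exact p = 0.0759 and 0.105). Of the control Ago2 counts, let-7 targets (6 of 29, adjusted exact p = 0.0479), pluripotency genes (6 of 20, 0.0146) and the miRNA pathway (0.0146) still passed, and neural genes did not (2 of 12, 0.392). Pluripotency genes no longer passed with endogenous dismissed close peaks (3 of 20, adjusted exact p = 0.0725). The study's controls Atf6b (kept) and Dusp1 (dismissed, very far) had no Sfpq 3′UTR peak. Nothing passed the threshold in 3′UTRs for textbook targets of the miR-290, miR-302 and miR-17 families (4 of 16 with Ago2-let-7a peaks), cell cycle genes (2 of 22), paraspeckle genes (0 of 16), genes with symbols in Rpl or Rps, the list of ribosomal proteins (2 of 10, Rpl15 and the kinase gene Rps6kb1), histone genes (0 of 2), or markers of mesoderm and endoderm, as other cell types (1 of 2). In all, 20 of 91 tests passed. With peaks anywhere in the gene 16 of these still passed, and 4 did not: the miRNA pathway with Ago2-let-7a (11 of 25, adjusted exact p = 0.0616), dismissed close (0.0672) and control Ago2 peaks (0.101), and neural genes with control Ago2 peaks (0.578). Another 21 then passed, among them paraspeckle genes with Sfpq peaks (22 of 22 against 46.3%, adjusted exact p = 2.94e-07) and with dismissed close let-7a peaks (6 of 22, 0.0123). Recruited let-7a peaks then lay on 30 of 36 histone genes (adjusted exact p = 5.21e-10) and 44 of 73 genes with symbols in Rpl or Rps (3.90e-07), against 29.6% of other genes in either case. Histone genes then went the other way for recruited endogenous peaks (21 of 36 against 82.9%, adjusted exact p = 0.00625) and Ago2-let-7a peaks (0 of 36 against 23.1%, adjusted exact p = 0.000773).

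The last comparison asked how many peaks held the match to a miRNA seed. TACCTC, the match to the let-7 seed, was in 30 of 987 Ago2-let-7a 3′UTR peaks (3.04%, 2.14 to 4.31), with 1 match each in dismissed peaks of Lin28a, Igf2bp1, Hic2 and Map1b. Windows shifted by 200 nt held it in 20 of 987 cases (2.03%, 1.32 to 3.11; odds ratio 1.52, 0.855 to 2.69, p = 0.197, two-sided Fisher's exact test), so an excess over them was not detectable at this number of peaks. The longer match of 7 nt was in 12 of 987 peaks and 5 of 987 windows (odds ratio 2.42, exact p = 0.142). Stranded control Ago2 3′UTR peaks held TACCTC in 14 of 320 cases (4.38%, 2.62 to 7.21; odds ratio 0.685, 0.359 to 1.31, exact p = 0.284). These peaks are longer (median 134.5 against 75 nt) and their own shifted windows also stood at 4.38%, so this odds ratio does not compare like with like. Among dismissed close let-7a peaks, 12 of 400 had the match and 3 of 400 shifted windows did (odds ratio 4.09, 1.15 to 14.6, exact p = 0.0335, unadjusted). The 12 genes are those the study named. Over all dismissed peaks it was 22 of 711 against 17 of 711 (exact p = 0.517), and over kept peaks 8 of 276 (2.90%) against 3 of 276 (exact p = 0.222). Dismissed and kept peaks were not separated by the test (odds ratio 1.07, 0.470 to 2.43, exact p = 1). GCACTT, the match to the seed of the miR-302 and miR-290 families of stem cells, was in 80 of 320 control Ago2 3′UTR peaks (25%, 20.6 to 30.0), Lefty1 and Cbx6 among them. It was in 25 of 320 shifted windows (7.81%, 5.35 to 11.3; odds ratio 3.93, adjusted exact p = 4.95e-08 over 36 tests). It was also more frequent in recruited endogenous peaks (14.8% against 9.60%, adjusted exact p = 6.23e-11), in recruited let-7a peaks (6.59% against 3.35%, adjusted exact p = 3.01e-09) and in Ago2-let-7a peaks (4.96% against 2.53%, adjusted exact p = 0.0218). Recruited endogenous 3′UTR peaks had a median length of 179 nt, and those longer than 200 nt overlap their own shifted windows. All families other than let-7 were chosen after the data were seen.

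**Figure D5:**
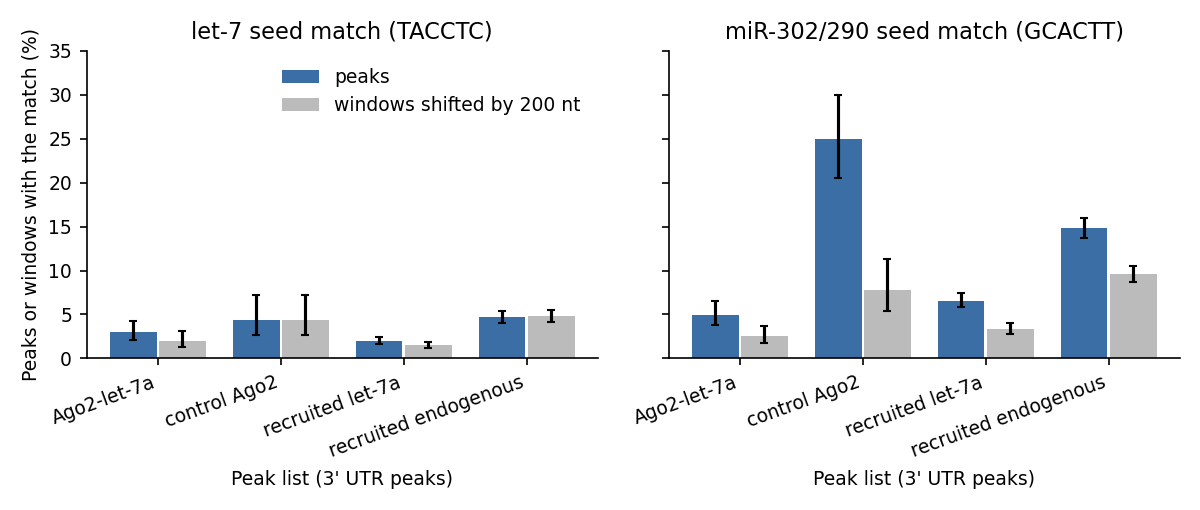
Share of 3′UTR peaks (blue) and of windows shifted by 200 nt (grey) that hold the seed match of let-7 (left) or of the miR-302 and miR-290 families (right) on the transcribed strand (vertical axis, percent), in 4 peak lists (horizontal axis). Bars start at 0 and error bars are 95% Wilson intervals; the control Ago2 list stands at 25% against 7.81% for GCACTT and at 4.38% in both for TACCTC.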

Values the study reported

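The study reported 4202 Ago2 peaks specific to the let-7a condition, of which 3381 were taken as dependent on Sfpq and 1134 of these as close to an Sfpq peak. Of 2065 endogenous Ago2-miRNA peaks, 245 were taken as dependent on Sfpq. Among peaks independent of Sfpq, 24% of Ago2-let-7a peaks and 8.2% of endogenous peaks were placed in 3′UTRs close to Sfpq. The study gave about 30,000 Sfpq peaks in P19 cells. Among 3′UTRs whose Ago2-let-7a peaks depended on Sfpq bound within 500 nt, it put the share with newly recruited Ago2 peaks at 70%, and gave 98% for endogenous Ago2-miRNA peaks. The Pearson correlation of motif number with Sfpq peak length near dependent Ago2 peaks was given as 0.85 for the first motif and 0.79 for the second.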

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

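Of the tests in this part, those of location and of score were chosen after the result was seen, whereas those of transcript signal and of the authors' filter were stated before their values were known.

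Closeness to Sfpq went with fewer dismissed peaks for let-7a and with more for endogenous miRNAs over all locations (ratio of odds ratios 0.169, 0.130 to 0.220, p = 3.43e-38, likelihood ratio chi-square test of the interaction); within 3′UTRs alone the ratio was 0.709 (0.407 to 1.23, p = 0.226, likelihood ratio chi-square test). For endogenous peaks, location is a candidate explanation, since the odds ratio fell below 1 within 3′UTRs (0.541) and its interval included 1 outside them (1.18, 0.884 to 1.57). For let-7a peaks the values argue against location as the whole cause (0.384 within 3′UTRs). They argue likewise against low scores (0.269, 0.230 to 0.316, over score quartiles) as the whole cause. Over the number of siSfpq Ago2 peaks of the gene, a coarse stand-in for CLIP signal on the transcript, it was 0.301 (0.251 to 0.362). Intronic peaks of that siSfpq list lay on the strand of their transcript in 54.9% of cases. The count may therefore follow signal poorly, and it cannot decide whether more CLIP signal is the cause. Score and dismissal both rest on the let-7a libraries, so score quartiles cannot test peaks raised there by noise. The authors' filter on peaks that change without the mimic was applied to let-7a peaks alone, but peaks touching no control or siSfpq Ago2 peak still gave 0.233 (0.186 to 0.293); changes too weak for either list stay open, as do the unequal baselines of dismissed peaks, 80.2% and 30.4%. A biological difference between the transfected miRNA and endogenous ones may also contribute and was not tested. The full Ago2 lists also come from different peak callers, whose effect was not tested.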

How the results depend on the processing

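Of 160 values under alternatives fixed before the data were examined, 140 were counted as unchanged. Of 36 under alternatives chosen after seeing the data, 25 were, over 45 results in all. Unchanged means the same range, or the same side of the threshold with the same direction where either value passed it. A value that passed in neither setting could change direction and still count as unchanged. The cause was not tested unless given. Sfpq against Ago2-let-7a in 3′UTRs reversed to 0.761 with each gene counted once per location. For endogenous dismissed peaks, close against far reversed to 0.980 with recomputed distances at 250 nt, 0.891 on the other strand convention and 0.889 with the higher-scoring Sfpq peaks, came to 1.13 at 500 nt (chosen after seeing the data), and stayed past the threshold at 1000 nt (2.13). The interaction of closeness and condition passed the threshold with genes counted once (0.477). For the dismissed share of endogenous 3′UTR peaks, close against far no longer passed with genes counted once (0.501), at 1000 nt (0.745), with the higher Ago2 peaks (0.582) or the higher Sfpq peaks (0.542), nor close against the rest with genes counted once (0.752), at 1000 nt (0.678) or with the higher Ago2 peaks (0.636), and close against very far did pass at 250 nt (0.548) and with the higher Sfpq peaks (0.528). With deposited classes for dismissed peaks (chosen after seeing the data), which mixes them with recomputed distances of kept peaks, endogenous close against far over all locations reversed to 0.403 while close against the rest came to 2.31 and against very far to 5.14, endogenous close against the rest in 3′UTRs came to 0.672 and let-7a close against very far in 3′UTRs to 0.829, both no longer past the threshold. The let-7a recruited odds ratio reversed to 0.343, and to 0.395 without overlapping peaks, against genes with Ago2 peaks near Sfpq (chosen after seeing the data). That background rests on recomputed distances and the genes set against it on the authors' classes. The endogenous one no longer passed with the higher recruited peaks (2.48), peaks anywhere in the gene (2.32) or the near-Sfpq background (2.36, and 1.69 without overlapping peaks). The let-7a share of genes moved to 48.6% with the higher recruited peaks and 77.5% with peaks anywhere, and the endogenous share to 78.3% without overlapping peaks, by construction. Gene list tests past the threshold numbered 37 with peaks anywhere in the gene, against 20, of which 16 were shared, and 7 without the genes the study chose on these samples (chosen after seeing the data). No paired analysis was possible because the labels share replicate numbers but the authors merged the replicates and the columns carry none; for the same reason no replicate could be left out in turn. Depth per sample is not in the peak lists and the totals that the study gives were not used here, so its effect on the number of peaks was not tested.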

Other observations

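Lars2, the gene of a mitochondrial leucyl-tRNA synthetase, and Tmem38b, the gene of an intracellular cation channel, held the highest control Ago2 3′UTR peaks, with 177 and 158 reads, and the highest recruited endogenous ones, with 29333 and 4606 reads. Neither had an Sfpq peak in its 3′UTR. The Lars2 peak was dismissed for both let-7a and endogenous miRNAs at a very far distance. In a search chosen after the data were seen, 9 of 12 words of 25 nt from the control Lars2 peak and 3 of 6 from that of Tmem38b occurred elsewhere in the genome (up to 67 copies for Tmem38b), against 1 of 36 for the control peak of Peg10 and 0 of 4 for the Ago2-let-7a peak of Cpeb1.

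Intronic Sfpq peaks, those of Crebbp and Msantd2 among them, lay on the strand of their annotated transcript in 93.1% of cases (92.6 to 93.7), and intronic Ago2-let-7a peaks in 94.3% (93.0 to 95.4). For intronic control Ago2 peaks the share was 275 of 530 (51.9%, 47.6 to 56.1), with a median length of 27 nt, and for recruited endogenous ones 54.9% (53.8 to 56.1), with 21 nt. In 3′UTRs, those of Lin28a and Peg10 among them, it was 98.1% or more in all 5 lists. The strand of intronic endogenous peaks was thus close to even; this comparison was chosen after the data were seen, and its cause was not tested.

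Among dismissed endogenous peaks, 627 were listed over the 3 distance classes. That is higher than the value quoted from the study above, which equals the size of the close class. Of the 1438 control Ago2 peaks kept here, 118 (8.21%) lay in 3′UTRs within 500 nt of a listed Sfpq peak. Of the 833 kept Ago2-let-7a peaks, 199 did (23.9%). Rounded, both equal the shares quoted from the study for peaks independent of Sfpq, as they would with all 3 classes counted as dismissed.

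Of the tests in the rest of this part, those of the sequence search and of the overlap of the recruited list were chosen after the results were seen; the others were stated before. For the dilution by weak peaks and the preference for 3′UTRs with a dismissed peak, the rule for reading the value was made stricter after it was seen.

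The let-7 seed match was little above background in Ago2-let-7a peaks (3.04% against 2.03%; odds ratio 1.52, and 2.42 for the 7 nt match, neither past the threshold). The tables argue against a wrong strand or build, since GCACTT was 1.96 times as frequent in the same peaks as in shifted windows (odds ratio interval 1.23 to 3.28); a shift of the coordinate base by a single nt was not tested. They argue against sites lying just beside the peaks, since with 50 nt added to each side the match was in 50 of 987 peaks and 50 of 987 windows shifted by 500 nt (ratio 1, odds ratio interval 0.669 to 1.495). Dilution by weak peaks cannot be told apart from no dilution, since the top score quartile held 1.12 times the share of the others (9 of 273 against 21 of 714, odds ratio interval 0.509 to 2.49). Sites without a full seed match may account for let-7a peaks, which was not tested.

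Nearly all 3′UTRs with a dismissed close endogenous peak also held a recruited endogenous peak (98.1%). That list is consistent with holding all Ago2 peaks of siSfpq cells and not only new ones, since it overlapped 80.4% of control Ago2 peaks (78.6 to 82.0), and 81.2% of dismissed close and 80.3% of kept ones. Without overlapping peaks the odds ratio was 2.91 (1.64 to 5.14) against genes with other 3′UTR control Ago2 peaks (83 of 106 against 77 of 139). Stratifying by 3′UTR length left 2.30 (1.21 to 4.39), which argues against length as the whole cause. Preferential recruitment to 3′UTRs with a dismissed close peak cannot be told apart from recruitment to Sfpq-bound 3′UTRs in general, since the odds ratio was 1.69 (0.851 to 3.35) against genes with other Ago2 peaks near Sfpq. That comparison also sets the authors' classes against recomputed distances.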
